A study of Mus musculus with 10 samples. Its data were reported in "Multi-influential genetic interactions alter behaviour and cognition through six main biological cascades in Down syndrome mouse models" (2021).

How the data were processed

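Total RNA came from the whole hippocampus, right and left together, of male mice aged 16 weeks. There were 5 Tg(Dyrk1a) mice, which carry an additional copy of the kinase gene Dyrk1a on a bacterial artificial chromosome, and 5 wild-type littermates. Each mouse gave 1 array, and the labels call the arrays of a group biological replicates. The RNA was labelled as single-stranded cDNA and hybridised to Affymetrix whole-transcript mouse gene arrays, which measure a transcript by probes spread along its length and summarise them as a transcript cluster.

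The authors deposited log2 values after robust multi-array average (RMA) processing, which subtracts background, gives the arrays a common distribution at the probe level and summarises the probes of each transcript cluster. The submitters' processing notes name RMA and limma and the mouse build mm10. Which arrays were normalized together was not given in the sources used here, and scanner intensities were not used here, so that step could not be repeated. RMA summaries compress fold changes, above all for dim transcript clusters, and a transcript cluster that catches signal from other transcripts understates a change further.

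The value table held 35556 rows and 10 arrays. The platform annotation named a gene for 23410 transcript clusters, of which 21789 had 1 symbol and 1621 had several; 12146 rows had none and were left out of the main tests. Symbols were checked through gene identifiers against the RefSeq annotation of GRCm38.p6, the patch release of mm10, which also gave the gene positions. A transcript cluster with several symbols was tested but not named. For gene lists, each of 19938 genes was represented by the transcript cluster with the highest mean over all arrays.

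The 2 genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the deposited log2 values, with Benjamini-Hochberg adjustment over the 23410 annotated transcript clusters and no covariate. Fold changes are Tg(Dyrk1a) over wild type, errors of fold changes are limma standard errors, and intervals are limma 95% intervals. Single genes also have a two-sided exact permutation test of the difference of means over every assignment of the 10 arrays to groups of 5, whose smallest possible p is 0.00794. The study called its genes with FCROS, a method that ranks the fold changes of each pair of arrays. It was rewritten from its description for all pairs, with 25% of the ranks trimmed at each end, and transcript clusters in the outer 0.025 of its f-value on either side were counted. Details of the published package may differ.

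There were 34 gene lists, of which 33 came from textbook knowledge and 1 holds 16 of the genes that the study names. These were chosen by hand, without a fixed rule, and the study names others, such as Ifit1. They were tested as groups with camera in limma at a preset inter-gene correlation of 0.01, adjusted over the 34 lists. Of 1100 list members, 1002 were measured. Camera was repeated with the correlation estimated for each list, and the lists were also tested with fry, with a test in the manner of GAGE at q under 0.1 (the mean fold change of a list against that of all genes, from the group means and not from single pairs of arrays), and with an exact permutation test of the mean shift. A list score is the mean over members of the log2 value of an array minus the member's mean over the 10 arrays.

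The named genes are Dyrk1a, the 16 genes of that list, the 10 highest and 10 lowest fold changes past the threshold, and the 3 members with the smallest p of each list that passed and of the immediate early, SNARE, RHOA, myelin and ribosomal lists. Where fewer than 10 passed in a direction, the smallest p filled the number and these genes are called not passing. Predicted genes were not named. The tests, gene lists, naming rule and most alternatives were set before the data were examined.

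The alternatives were quantile normalization, median centring, leaving out the lowest 30% of transcript clusters by mean, testing all rows, a variance trend with robust estimation, array weights, the replicate number as a block, the mean of all transcript clusters of a gene for the lists, FCROS without trimming, and leaving out each array in turn. Leaving out the 3 arrays with a choroid plexus score over 0.5, and using the choroid plexus, meninges and thalamus scores as covariates, were added after the data had been seen.

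The scripts were tested on simulated data with the spread of these arrays, in which 200 of 23410 transcript clusters were changed. limma recovered 72% of those changed by 0.25 on the log2 scale, 98% of those changed by 0.5 and 100% of those changed by 1, and called 13 unchanged transcript clusters. The Benjamini-Hochberg cutoff loosens as more transcript clusters pass, so these shares do not give the power where only 2 pass. In the real data the genes Krt73 and Sema3c, at log2 fold changes of 0.35 and 0.25, did not pass. With no change at all in the simulation, FCROS still placed 1198 transcript clusters past its threshold. For arrays no read depth applies, and the number of arrays limits the precision. The median 95% interval reached 0.09 on the log2 scale to each side, or 1.07-fold. Figures were drawn with matplotlib 3.10.9.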

Results

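Gene expression was measured in the hippocampus of 5 Tg(Dyrk1a) mice and 5 wild-type littermates, all males of 16 weeks. The question was which hippocampal transcripts change when Dyrk1a, a dual-specificity kinase encoded in the Down syndrome region, is the gene in excess. The array medians lay between 6.57 and 6.66 on the log2 scale. Any 2 arrays correlated across transcript clusters at r = 0.996 to 0.999, and no 2 arrays were copies of each other, since even the closest pair differed by a median of 0.0497. The median SD within a group was 0.06 in wild-type and 0.07 in Tg(Dyrk1a) mice. Ttr, the transthyretin gene of the choroid plexus, ranged from 7.97 to 13.24 across the arrays, a 38.6-fold span. The choroid plexus score was over 0.5 in Tg(Dyrk1a) replicates 2 and 4 and in wild type replicate 5.

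Dyrk1a rose in the Tg(Dyrk1a) hippocampus. Its main transcript cluster (10437136) stood at 11.65 ± 0.02 (SD, n = 5) in Tg(Dyrk1a) and at 11.18 ± 0.06 (SD, n = 5) in wild-type mice, a log2 fold change of 0.47 ± 0.03 (SE), or 1.38-fold with a 95% interval of 1.31 to 1.46. All 5 Tg(Dyrk1a) arrays lay above all 5 wild-type arrays. The adjusted p by limma was 0.000138, and the exact permutation p was 0.00794, the smallest that 5 against 5 allow. A dimmer Dyrk1a transcript cluster (10437134) was at 8.94 ± 0.09 (SD, n = 5) against 8.78 ± 0.07 (SD, n = 5), 1.11-fold, and did not pass limma's threshold (adjusted p = 0.947), although its groups also did not overlap. The gene lies on chromosome 16 from 94569947 to 94695519 in GRCm38.p6. With the choroid plexus, meninges and thalamus scores as covariates, added after the data were seen, the log2 fold change was 0.44 ± 0.06 (SE) and the call was lost (limma adjusted p = 0.237, where the alternatives ranged from 4.02e-06 to 0.237), and Dyrk1a still had the smallest p of all transcript clusters. The scores overlap with genotype, which raised the SE 1.55-fold, while the residual spread rose 1.05-fold and 3 residual degrees of freedom were lost.

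**Figure D1:**
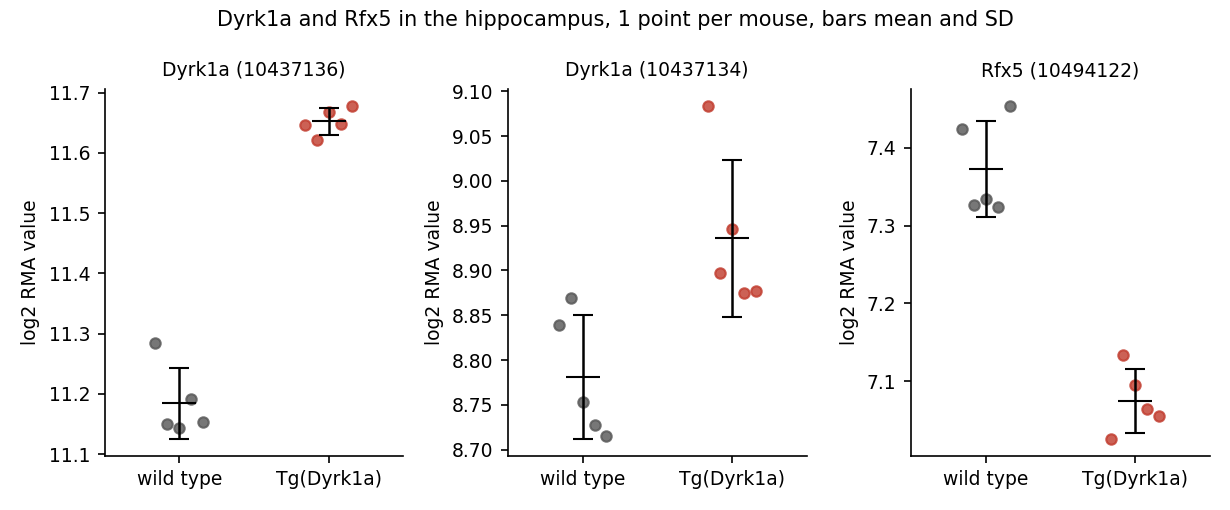
Log2 RMA values of the Dyrk1a transcript clusters 10437136 and 10437134 and of the Rfx5 transcript cluster 10494122 (vertical axes, each with its own range) in the hippocampus of wild-type and Tg(Dyrk1a) mice, 1 point per mouse, with bars for the mean and SD of 5 mice. The genotypes do not overlap in any of the 3 panels, and the brighter Dyrk1a transcript cluster is 1.38-fold higher in Tg(Dyrk1a).

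Only 1 other annotated transcript cluster passed the limma threshold. Rfx5 (10494122), which encodes a transcription factor of major histocompatibility class II promoters, fell from 7.37 ± 0.06 (SD, n = 5) in wild-type to 7.07 ± 0.04 (SD, n = 5) in Tg(Dyrk1a) mice. Its log2 fold change was -0.30 ± 0.04 (SE), with 5 of 5 Tg(Dyrk1a) arrays below the wild-type mean and an adjusted p of 0.0282 by limma. Rfx5 lies on chromosome 3 from 94950689 to 94961561 in GRCm38.p6. Thus 2 of 23410 transcript clusters passed, 1 higher and 1 lower, and no more passed at an adjusted p under 0.1. At an unadjusted p under 0.05 there were 1154 transcript clusters, 699 higher and 455 lower, where chance alone gives 1170. The groups were fully separated for 189 transcript clusters, 0.807% against 0.794% by chance. The Rfx5 call was lost when all rows were tested (limma adjusted p = 0.114), with a variance trend and robust estimation (0.0711), and when any array except Tg(Dyrk1a) replicate 2 was left out, where its limma adjusted p lay between 0.07 and 0.162 and its log2 fold change between -0.31 and -0.28. It was also lost without the 3 arrays high in choroid plexus markers (limma adjusted p = 0.172) and with the marker scores as covariates (0.999), and over all alternatives its limma adjusted p ran from 0.0138 to 0.999.

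The genes next in line did not pass. Among those with higher values in Tg(Dyrk1a) were Krt73, a keratin, with a log2 fold change of 0.35 ± 0.05 (SE) and Sema3c, a secreted semaphorin, with 0.25 ± 0.04 (SE), both at a limma adjusted p of 0.131. Kcnip1, a potassium channel interacting protein, was at 0.19 ± 0.03 (SE), Slc17a8, the vesicular glutamate transporter of a class of interneurons, at 0.20 ± 0.03 (SE), and Syt10, a synaptotagmin, at 0.24 ± 0.04 (SE). Their limma adjusted p were 0.191, 0.254 and 0.383. With array weights Krt73, Sema3c and Kcnip1 passed (limma adjusted p of 0.0368, 0.0369 and 0.0369). Grhpr, Cytl1, Reck and Vwa3b completed this group at 0.17, 0.22, 0.23 and 0.31. For Vwa3b the other 7 transcript clusters lay between 0.01 and 0.26. Among those with lower values, Selenbp2 stood at -0.21 ± 0.04 (SE; limma adjusted p = 0.254) and Pik3r3, a regulatory subunit of phosphoinositide 3-kinase, at -0.26 ± 0.05 (SE; limma adjusted p = 0.383). Wdr76, Nr1d2, a circadian nuclear receptor, Proser3, Dnah7a, Dyrk1b, the closest paralogue of Dyrk1a, Cdv3 and Clca4b lay between -0.19 and -0.15, with limma adjusted p from 0.692 to 0.947.

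With the rank method of the study, 1131 transcript clusters of 1073 genes passed, 637 higher and 494 lower, or 4.83% of those tested. Both Dyrk1a transcript clusters and Rfx5 were among them. Their median absolute log2 fold change was 0.13, and 749 of them had an unadjusted limma p under 0.05. Only 2 exceeded 1.5-fold. Of the 77 transcript clusters of the 76 named genes, 36 were past the threshold on the higher and 16 on the lower side, and of the 16 genes on the list from the study these were Npy, higher, and Npas4, Arc and Fosb, lower. FCROS sets a threshold on ranks and gives no error rate over mice, and simulated arrays with no change gave 1198.

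Of 16 genes chosen from those that the study names, the activity-dependent genes had the lowest values in Tg(Dyrk1a). Npas4, a neuronal transcription factor induced by depolarisation, was at a log2 fold change of -0.30 ± 0.13 (SE), Arc, a regulator of synaptic receptor traffic, at -0.23 ± 0.09 (SE), Fosb at -0.17 ± 0.05 (SE) and Fos at -0.09 ± 0.05 (SE). Npy, the neuropeptide Y gene, was at 0.18 ± 0.06 (SE), higher than the wild-type mean in 5 of 5 Tg(Dyrk1a) arrays. The exact permutation p were 0.0873 for Npas4, 0.0556 for Arc, 0.0238 for Fosb, 0.19 for Fos and 0.0238 for Npy, before adjustment. None of the 16 passed limma over all transcript clusters (adjusted p of 0.947 or above) or adjusted over the list alone, where Fosb and Npy had 0.0778 and Arc 0.104. At an unadjusted limma p under 0.05 there were 4, with 1 higher and 3 lower, and the same number were past the FCROS threshold. Adjusted over the list alone, Fosb passed without Tg(Dyrk1a) replicate 1 (limma adjusted p = 0.0405) and without wild type replicate 3 (0.0313), and Fosb and Npy passed with a variance trend and robust estimation (0.0495 each). The study picked some of these genes partly on these arrays, so the list is not independent evidence of its direction. On the arrays it reports Npas4 lower and Npy higher in Tg(Dyrk1a). It reports Rhoa and Gsk3b as not differentially expressed, and Cbs as not lowered and Glp1r as unaffected in this line. Chrna3 it gives as higher only in other lines. For Rhoa, Gsk3b, Cbs, Glp1r and Chrna3, the lack of a call does not go against the study. Genes it reports as changed in this line were not adjusted on their own. Snap25 and Snap23, of the SNARE fusion machinery, lay at -0.01 ± 0.03 and 0.02 ± 0.08 (SE), Rhoa at 0.01 ± 0.03 (SE) and Gsk3b at -0.04 ± 0.03 (SE). The other Rhoa transcript cluster was at 0.05. Tiam2, Chrna1, Chrna3, Cbs, Sod1 and Synj2 lay between -0.03 and 0.06. For Glp1r, which varied most within groups, the 95% interval ran from -0.68 to 0.54.

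**Figure D2:**
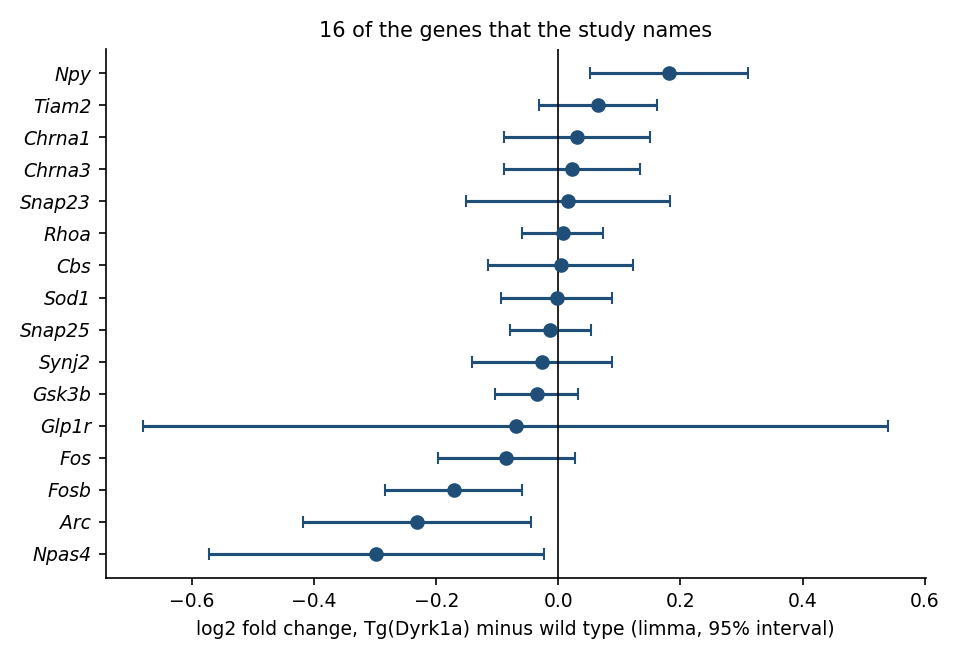
Log2 fold change, Tg(Dyrk1a) minus wild type (horizontal axis), of 16 genes chosen from those that the study names, 5 mice per group; points are limma estimates and bars are 95% intervals before adjustment for the number of genes. Npas4, Arc and Fosb lie below 0 and Npy above it with intervals that exclude 0, and the widest interval is that of Glp1r.

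Among the 34 gene lists, 12 passed camera in limma at the preset correlation, 10 higher and 2 lower in Tg(Dyrk1a). With an estimated correlation none passed, the smallest adjusted p was 0.489 and 2 lists had an unadjusted p under 0.05. Fry and the exact permutation test called 0 lists each, with 2 at an unadjusted permutation p under 0.05, and the test in the manner of GAGE called 20. The exact permutation p cannot fall below 0.00794, and a single list at that floor would not pass after adjustment over the 34 lists. The permutation count of 0 is therefore partly set by the design. Single members, given below with their log2 fold changes, did not pass limma over all transcript clusters (adjusted p = 0.947 each).

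Immediate early genes fell as a group, with a mean log2 fold change of -0.05 over 40 genes (camera adjusted p = 0.00216; adjusted p = 0.489 with an estimated correlation). There were 27 genes with lower and 13 with higher values, and 0 passed adjusted over the list alone, while at an unadjusted limma p under 0.05 there were 5 lower and 1 higher. Fosb was at -0.17 and Egr2, a zinc finger transcription factor, at -0.23, whereas Scg2, a secretogranin of dense-core vesicles, was at 0.12. The study picked Npas4, Arc, Fos and Fosb of this list from these and other arrays, so their part in it is not independent evidence. It also reports lower expression of these genes by quantitative PCR in its mouse models, without naming this line there. Those measurements were not used here. The call was lost without wild type replicate 4 (mean -0.03, camera adjusted p = 0.0768) and without the 3 arrays high in choroid plexus markers (0.252).

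Markers of GABAergic interneurons rose, with a mean log2 fold change of 0.05 over 26 genes (camera adjusted p = 0.00407; adjusted p = 0.489 with an estimated correlation). There were 20 genes with higher values. Gad2, which makes GABA, was at 0.14 ± 0.04 (SE), Npy at 0.18 ± 0.06 (SE) and Reln, the reelin gene, at 0.11 ± 0.05 (SE), and 0 passed adjusted over the list alone, with 4 higher at an unadjusted limma p under 0.05. The study names Npy. With the marker scores as covariates Reln was at -0.02. Markers of the dentate gyrus also rose, with a mean of 0.10 over 20 genes and 19 genes higher (camera adjusted p = 5.30e-06; adjusted p = 0.489 with an estimated correlation). Tdo2, which degrades tryptophan, was at 0.25 ± 0.07 (SE), C1ql2 at 0.13 ± 0.05 (SE) and Stxbp6 at 0.14 ± 0.06 (SE). Without Tg(Dyrk1a) replicate 2 the dentate gyrus mean was 0.06, and without the 3 arrays high in choroid plexus markers it was 0.00251 and the call was lost (camera adjusted p = 0.933).

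Genes of the mitochondrion rose by small amounts. Mitochondrial ribosomal proteins had a mean log2 fold change of 0.04 over 76 genes, 63 of them higher (camera adjusted p = 1.97e-05; adjusted p = 0.489 with an estimated correlation), with Mrps25 at 0.13, Mrpl54 at 0.12 and Mrpl35 at 0.10. Oxidative phosphorylation genes had a mean of 0.02 over 74 genes, 61 of them higher (camera adjusted p = 0.00381; adjusted p = 0.615 with an estimated correlation). Of these Ndufa2 was at 0.07, Ndufs6 at 0.12 and Ndufb2 at -0.09, all subunits of complex I. Ndufs6 was at 0.06 without Tg(Dyrk1a) replicate 1 and Ndufb2 at -0.06 without wild type replicate 4. The oxidative phosphorylation call was lost without Tg(Dyrk1a) replicate 1 (mean 0.01, camera adjusted p = 0.102), without wild type replicate 1 (0.126) and with the marker scores as covariates (0.23). Cytosolic ribosomal proteins were not called by camera (mean -0.01 over 56 genes, adjusted p = 0.176) but passed the test in the manner of GAGE (q = 0.0277), with Rps9 at -0.10, Rpl9 at -0.06 and Rpl8 at -0.09. With 1 array left out the mean ran from -0.0220 to 0.00431. Camera called the cytosolic ribosomal list without Tg(Dyrk1a) replicate 2 (adjusted p = 0.0125) or wild type replicate 1 (0.000531), and it failed in the manner of GAGE without Tg(Dyrk1a) replicate 3 (q = 0.495) or 4 (0.940) or wild type replicate 2 (0.945) or 3 (0.527). The other Rps9 transcript cluster was at 0.05, and the other 7 of Rpl9 lay between -0.07 and -0.05.

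The SNARE and exocytosis genes rose by a mean log2 fold change of 0.03 over 47 genes, 37 of them higher (camera adjusted p = 0.0191; adjusted p = 0.489 with an estimated correlation). Vamp4 was at 0.13 ± 0.05 (SE), Vti1a at 0.10 ± 0.04 (SE) and Doc2a at -0.12 ± 0.07 (SE). The genes of RHOA, ROCK and actin regulation rose by a mean of 0.03 over 37 genes, 27 of them higher (camera adjusted p = 0.0432; adjusted p = 0.489 with an estimated correlation). Myl9, a myosin light chain that is abundant in smooth muscle, was at 0.29 ± 0.08 (SE), Cttn, the cortactin gene, at 0.10 ± 0.04 (SE) and Ppp1cb, a phosphatase subunit, at 0.07 ± 0.04 (SE). The study named Snap25 and Snap23 from its mouse lines, these arrays among them, so the SNARE list is not fully independent evidence. It also reports changed expression of both genes by quantitative PCR, which was not used here. Rhoa it took up as a link in its network and not as a changed gene. The SNARE call was lost with quantile normalization (camera adjusted p = 0.093), without dim transcript clusters (0.0763), with the marker scores as covariates (0.999), and without Tg(Dyrk1a) replicate 3 (0.0966), wild type replicate 1 (0.0577) or wild type replicate 3 (0.0595). The RHOA call was lost with quantile normalization (camera adjusted p = 0.252), median centring (0.0514), without dim transcript clusters (0.137), with the marker scores as covariates (0.999), and without Tg(Dyrk1a) replicate 2 (0.091), 3 (0.0837) or 5 (0.196) or wild type replicate 1 (0.0883), 3 (0.0718) or 4 (0.0514).

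Markers of vessels and of the brain coverings rose. Endothelial and mural cell markers had a mean log2 fold change of 0.09 over 24 genes, 22 of them higher (camera adjusted p = 5.17e-07; adjusted p = 0.489 with an estimated correlation), and 3 genes passed limma adjusted over the list alone. Acta2 and Tagln, contractile genes of smooth muscle, were at 0.38 ± 0.10 (SE) and 0.19 ± 0.06 (SE), and Vtn, a pericyte marker, at 0.16 ± 0.05 (SE). Markers of meninges and fibroblasts had a mean of 0.19 over 19 genes, 17 of them higher (camera adjusted p = 4.10e-07; adjusted p = 0.489 with an estimated correlation), and 5 passed limma adjusted over the list alone. The membrane transporters Slc6a20a and Slc6a13 were both at 0.34 ± 0.10 (SE) and Islr at 0.28 ± 0.08 (SE). The exact permutation p of the mean shift was 0.0159 for the vessel list and 0.0476 for the meninges list, and 0.54 and 0.594 after adjustment. With the marker scores as covariates the vessel call was lost (camera adjusted p = 0.511).

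Microglia markers rose by a mean log2 fold change of 0.05 over 22 genes, 19 of them higher (camera adjusted p = 0.015; adjusted p = 0.688 with an estimated correlation), with Fcrls at 0.19, Olfml3 at 0.15 and Tyrobp at 0.14. Interferon-stimulated genes rose by a mean of 0.07 over 23 genes, 18 of them higher (camera adjusted p = 0.0061; adjusted p = 0.489 with an estimated correlation). Ifit1 was at 0.20, Ifi27 at 0.17 and Psmb9 at -0.06. The study names Ifit1 as following Ifnar2 and Il10rb, which it reports as higher in all its lines except Tg(Dyrk1a). The microglia call was lost with quantile normalization (camera adjusted p = 0.0605), without dim transcript clusters (0.0723), with array weights (0.461), without the 3 arrays high in choroid plexus markers (0.0747), with the marker scores as covariates (0.772), and without Tg(Dyrk1a) replicate 1 (0.098), Tg(Dyrk1a) replicate 2 (0.345, mean 0.02) or wild type replicate 1 (0.476, mean 0.03). Without wild type replicate 2 the microglia mean was 0.08. The interferon call was lost with array weights (camera adjusted p = 0.109) and without Tg(Dyrk1a) replicate 1 (0.26, mean 0.04) or wild type replicate 1 (0.0766).

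Markers of the thalamus and habenula, regions next to the hippocampus, fell by a mean log2 fold change of -0.10 over 20 genes, 17 of them lower (camera adjusted p = 0.00381; adjusted p = 0.489 with an estimated correlation). Grid2ip and Shox2 were at -0.13 each and Tac2, a tachykinin of the habenula, at 0.18 ± 0.05 (SE), the 1 gene that passed limma adjusted over the list alone. The list score was 0.34 in wild type replicate 5 and between -0.09 and 0.07 in the other wild-type arrays. Without wild type replicate 5 the call was lost and the mean was -0.02 (camera adjusted p = 0.256), and without the 3 arrays high in choroid plexus markers the adjusted p was 0.43. Choroid plexus markers, with a mean of 0.11, were not called by camera (adjusted p = 0.275) but passed the test in the manner of GAGE (q = 0.0545). With 1 array left out the choroid plexus mean ran from -0.13 to 0.35. Camera called that list without Tg(Dyrk1a) replicate 1 (adjusted p = 0.0232), 3 (0.0198) or 5 (0.0279) or wild type replicate 5 (0.000361), and it failed in the manner of GAGE without Tg(Dyrk1a) replicate 4 (q = 0.455) or wild type replicate 1 (0.902), 2 (0.569) or 3 (0.638). Without Tg(Dyrk1a) replicate 2 it passed in the manner of GAGE in the opposite direction (mean -0.13, q = 0.0717).

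**Figure D3:**
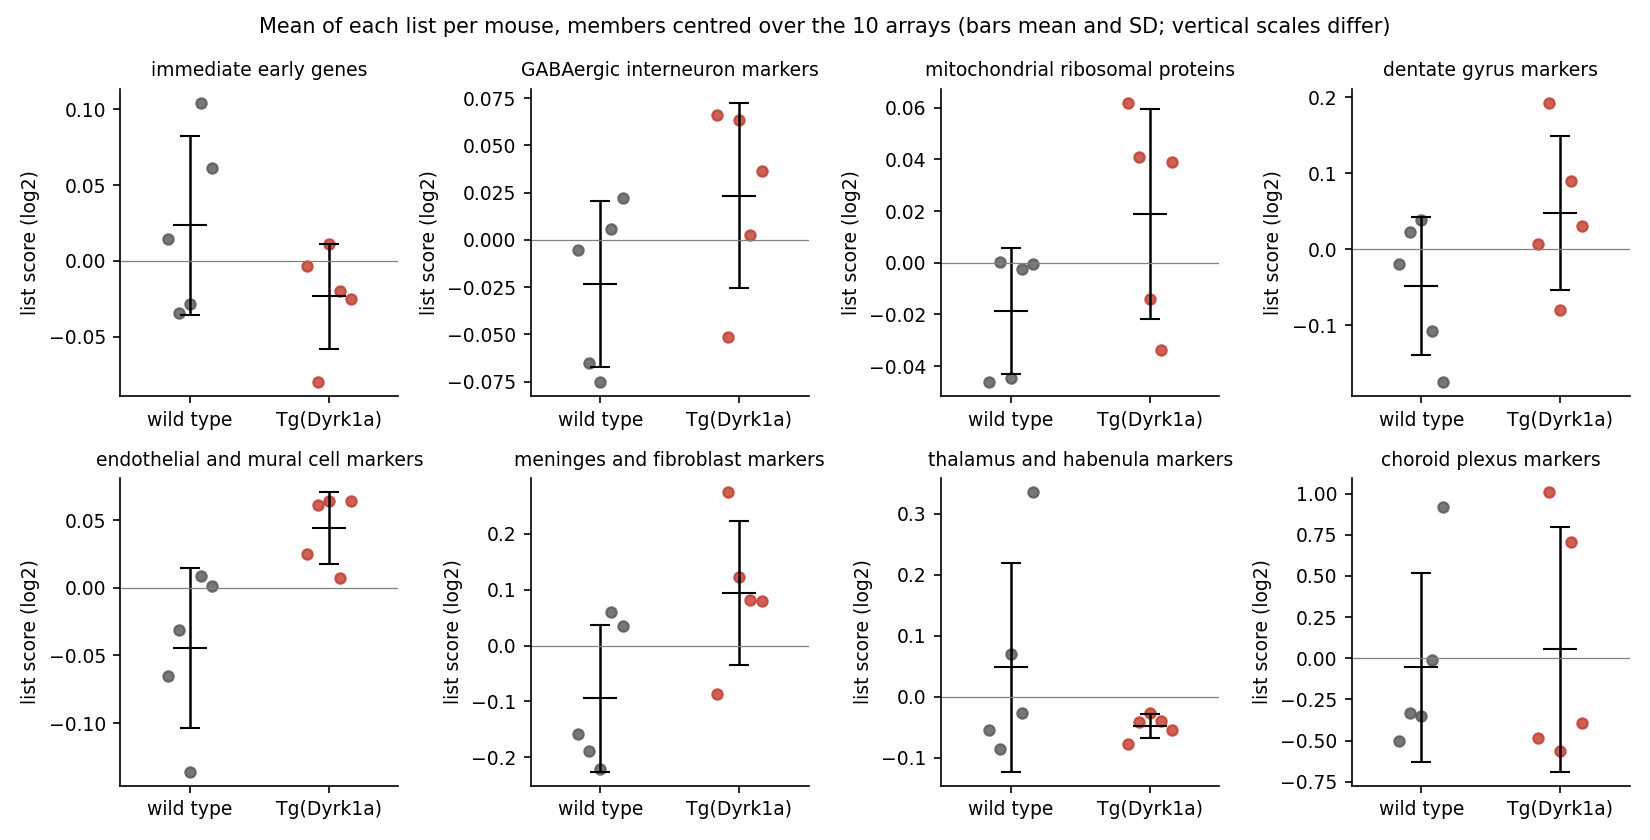
List scores on the log2 scale (vertical axes, each with its own range) of 8 gene lists in wild-type and Tg(Dyrk1a) mice, 1 point per mouse, with bars for the mean and SD of 5 mice. The genotypes overlap in all 8 panels; the vessel scores run from -0.14 to 0.01 in wild-type and from 0.01 to 0.06 in Tg(Dyrk1a) mice, and wild type replicate 5 stands at 0.34 in the thalamus panel.

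Camera did not call the remaining 22 lists, of which 8 passed the test in the manner of GAGE. Genes beside Dyrk1a on chromosome 16 had a mean log2 fold change of 0.01 over 16 genes (camera adjusted p = 0.793), and the chromosome 16 genes homologous to human chromosome 21 had 0.01 over 93 genes (camera adjusted p = 0.563). DYRK and CLK kinases with calcineurin and NFAT stood at -0.01 over 23 genes (camera adjusted p = 0.277), of which Dyrk1b, at -0.19 ± 0.05 (SE), passed limma adjusted over the list alone. Dyrk1a itself was not a member of the kinase list or of the chromosome 16 lists, where no member passed over all transcript clusters. GSK3 and Wnt genes were at a mean of -0.02 over 35 genes and neocortex markers at -0.05 over 20 genes, each at a camera adjusted p of 0.0507, and both passed the test in the manner of GAGE (q = 0.0689 and 0.00339). Both depended on single arrays. Camera called GSK3 and Wnt genes without Tg(Dyrk1a) replicate 3 (adjusted p = 0.0209) or 5 (0.0428) or wild type replicate 2 (0.00767) or 3 (0.0153), and they failed in the manner of GAGE without Tg(Dyrk1a) replicate 1 (q = 0.203) or 4 (0.117) or wild type replicate 1 (0.101), 4 (0.198) or 5 (0.389, mean -0.01). The neocortex mean was -0.00394 without Tg(Dyrk1a) replicate 2 (q = 0.626) and -0.00568 without wild type replicate 1 (q = 0.585), while camera called that list without Tg(Dyrk1a) replicate 3 (adjusted p = 0.000329) or 5 (0.0301) or wild type replicate 2 (0.00224) or 3 (0.0191). Myelin and oligodendrocyte markers were at 0.02 over 29 genes (camera adjusted p = 0.447), with Pllp at 0.18, Gsn at 0.11 and Olig2 at -0.12, and camera called the list without Tg(Dyrk1a) replicate 1 (adjusted p = 0.0185) or wild type replicate 3 (0.000444), while its mean was -0.00960 without Tg(Dyrk1a) replicate 2 and 0.00201 without wild type replicate 1. Splicing factors were at 0.00350 over 73 genes (camera adjusted p = 0.826). The list of genes from the study was at -0.04 over 16 genes (camera adjusted p = 0.238). Its mean was -0.0125 without Tg(Dyrk1a) replicate 2, -0.0245 without wild type replicate 4 and -0.0607 without Tg(Dyrk1a) replicate 4. That list includes genes that the study reports as unchanged, such as Rhoa and Glp1r. With 1 array left out the mean ran from -0.00133 to 0.0165 for the genes beside Dyrk1a, from 0.00313 to 0.0186 for the homologues, from -0.0206 to 0.00200 for the kinase list and from -0.00496 to 0.00945 for splicing factors.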

Values the study reported

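The study reported that the array detected 35556 probes, of which 27359 were annotated after control probes were removed. For Tg(Dyrk1a) it reported 850 differentially expressed genes. In its pathway analysis, 222 terms were upregulated and 9 downregulated in this line.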

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

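For each named gene and list score, the array at either end of a group of 5 was compared with the rest by its gap to the nearest array over the group's whole range. Of 222 groups, 11 were over the critical value of 0.71, and chance alone gives 11, so these values stand as a list and no explanation was tested.

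In Tg(Dyrk1a) mice, Sema3c was low in replicate 4, at 8.09 against 8.19 to 8.22 in the others (gap over range 0.763). Egr2 was low in replicate 2, at 6.83 against 7.08 to 7.13 (0.834), and Olfml3 was high there, at 10.08 against 9.92 to 9.93 (0.889). The striatum list score was high in replicate 1, at 0.05 against -0.04 to -0.02 (0.747). The score of nuclear long non-coding RNAs was high in replicate 4, at 0.50 against -0.14 to -0.01 (0.788).

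In wild-type mice, Chrna1 was low in replicate 5, at 6.11 against 6.17 to 6.18 (0.901), and Shox2 was high there, at 5.41 against 5.17 to 5.24 (0.711). Replicate 3 was low for Chrna3, at 5.56 against 5.69 to 5.74 (0.727), and for Gsk3b, at 10.75 against 10.83 to 10.86 (0.715). Fcrls was high in replicate 2, at 8.55 against 8.32 to 8.35 (0.843). Olig2 was low in replicate 4, at 8.83 against 8.94 to 8.97 (0.76).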

How the results depend on the processing

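The settings that leave out the 3 arrays high in choroid plexus markers, and that use the choroid plexus, meninges and thalamus scores as covariates, were chosen after the data were seen. The Dyrk1a log2 fold change stayed between 0.44 and 0.49 and kept its call under every alternative except the marker scores as covariates (0.44, limma adjusted p = 0.237). Its SE grew from 0.03 to 0.06 there, mainly because the scores overlap with genotype, a factor of 1.55, while the residual spread rose by a factor of 1.05. With the degrees of freedom of the fit without the scores its unadjusted limma p would be 2.82e-06, against 1.01e-05. The 2 transcript clusters past the limma threshold became 1 with all rows tested, with a variance trend and robust estimation, and without the 3 arrays high in choroid plexus markers. They became 5 with array weights (Dyrk1a, Rfx5, Krt73, Sema3c and Kcnip1), 0 with the marker scores as covariates and 1131 with FCROS, and 1 to 2 with 1 array left out; the fewer mice in such fits lower their power, and otherwise the cause was not tested. Both were kept with quantile normalization, with median centring and with the lowest 30% left out. The FCROS count rose from 1131 to 1848 with all rows, which are more rows to call from, and was 795 to 1178 under its other alternatives. The 12 lists called by camera became 0 with an estimated correlation, with fry and with the exact permutation test, which allow for the correlation between genes across mice, and 20 in the manner of GAGE; under the remaining alternatives there were 10 to 15, not always of the same lists. Of the 12, 5 were kept with the marker scores as covariates, 8 without the 3 arrays high in choroid plexus markers, 9 with quantile normalization or with the lowest 30% left out, and 7 without wild type replicate 1. Of 59 named genes outside the list from the study, 6 (Doc2a, Ndufb2, Ndufs6, Gsn, Olig2 and Rpl8, none past the limma threshold) moved over 1.5 times with 1 array left out. With the marker scores as covariates the meninges and thalamus lists were fixed at 0 by construction. Of the 16 genes from the study, 0 passed adjusted over the list alone, which became 2 with a variance trend and robust estimation and 0 to 1 with 1 array left out; the cause was not tested.

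The replicate numbers are shared by both genotypes. Arrays of the same number deviated from their group means with correlations of 0.276, 0.0137, -0.107, -0.285 and -0.0567, and 1 of the 5 correlated best with its own number, so the numbers do not pair the mice. With the replicate number as a block, limma called 1 transcript cluster (Dyrk1a, log2 fold change 0.47, adjusted p = 0.0179). The Rfx5 call was lost there. Of the 16 genes from the study, limma called 1 (Arc, at 0.00297 adjusted over the list alone). Camera called 13 lists, and FCROS over the same-numbered pairs called 1146 transcript clusters.

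Each named gene (of Dyrk1a, only 10437134) and called list was set against each alternative, in 1712 comparisons. In 1593 direction and side of the threshold were kept, in 86 the call was lost, in 3 gained and in 30 the sign changed. The genes that changed sign had no limma adjusted p under 0.05 on either side, and the cause was not tested. Reln was at 0.11 in the comparison without covariates, with a 95% interval of 0.00957 to 0.217, and the others had intervals that include 0. Cbs was at -0.0113 with quantile normalization and -0.000765 with median centring, and Snap23 at -0.0187 with array weights. Without the 3 arrays high in choroid plexus markers, Chrna3 was at -0.000771, Snap23 at -0.0620, Snap25 at 0.00822 and Synj2 at 0.0158. With the marker scores as covariates, Chrna3 was at -0.10, Glp1r at 0.51, Rhoa at -0.0020, Snap23 at -0.0321, Sod1 at 0.0905 and Reln at -0.0220. With 1 array left out, the range was -0.0280 to 0.0410 for Cbs, -0.00973 to 0.0606 for Chrna3 and -0.30 to 0.11 for Glp1r. It was -0.00482 to 0.0216 for Rhoa, -0.0459 to 0.0660 for Snap23 and -0.0275 to 0.0201 for Sod1. Other genes from the study kept their sign with 1 array left out but moved. Fos ran from -0.121 to -0.0555, Tiam2 from 0.0355 to 0.0879 and Gsk3b from -0.0526 to -0.0240. Chrna1 ran from 0.00245 to 0.0714, Snap25 from -0.0260 to -0.00349 and Synj2 from -0.0638 to -9.40e-05. Wdr76, Dnah7a, Clca4b, Chrna3, Grid2ip and Shox2 have no value with the lowest 30% left out, since they are among them; for such dim genes the signal over background limits what the arrays can show.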

Other observations

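The tests on FCROS, on the number of called lists, on the correlation among meninges markers and on neighbouring genes were chosen only after a related result had been seen. The remaining cell and pathway lists, none of which camera called with all arrays, showed how the neuron types and the state of the tissue compared. Markers of CA1 had a mean log2 fold change of 0.05 over 13 genes (camera adjusted p = 0.447; q = 0.0896 in the manner of GAGE) and markers of CA3 and CA2 0.06 over 19 genes (camera adjusted p = 0.238). Neuropeptides and their receptors stood at 0.02 over 39 genes (camera adjusted p = 0.171), glutamate receptors and postsynaptic proteins at -0.01 over 44 genes (camera adjusted p = 0.487), where the median was above 0 and the mean below, and GABA receptors at -0.00218 over 16 genes (camera adjusted p = 0.946). Astrocyte markers were at 0.01 over 22 genes (camera adjusted p = 0.572). Genes of adult neurogenesis and the cell cycle were at -0.01 over 28 genes (camera adjusted p = 0.271) and striatum markers at -0.03 over 15 genes (camera adjusted p = 0.0983; q = 0.0513 in the manner of GAGE). Single arrays mattered. Without wild type replicate 3 the CA1 mean was -0.00982 (q = 0.693), and its q was over 0.1 also without Tg(Dyrk1a) replicate 1 (0.297) or 2 (0.392). Camera called striatum markers without Tg(Dyrk1a) replicate 1 (adjusted p = 0.0443), and their q was 0.249 without Tg(Dyrk1a) replicate 3 and 0.231 without wild type replicate 2. It called neuropeptides without Tg(Dyrk1a) replicate 2 (adjusted p = 0.00589) or wild type replicate 1 (0.0304), postsynaptic genes without wild type replicate 3 (0.0161), and CA3 and CA2 markers without wild type replicate 2 (0.0434) or 5 (0.0483). Other arrays took the same lists the other way. The neuropeptide mean was 0.00620 without Tg(Dyrk1a) replicate 3 and 0.00965 without Tg(Dyrk1a) replicate 1, the postsynaptic mean 0.00474 without wild type replicate 1, and the CA3 and CA2 mean 0.03 without wild type replicate 1 or 3. With 1 array left out the mean ran from -0.0127 to 0.00906 for GABA receptors and from -0.00201 to 0.0241 for astrocyte markers.

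Camera did not call the stress-related lists either. Heat shock and endoplasmic reticulum stress genes were at -0.02 over 28 genes (camera adjusted p = 0.0983) and passed the test in the manner of GAGE (q = 0.000461), and camera called them without Tg(Dyrk1a) replicate 2 (adjusted p = 0.00640) or wild type replicate 1 (0.00770) or 3 (0.0217). Their mean was -0.00993 without Tg(Dyrk1a) replicate 5 (camera adjusted p = 0.232) and -0.0101 without wild type replicate 2 (camera adjusted p = 0.478, q = 0.0964). Glucocorticoid-responsive genes were at -0.000856 over 20 genes (camera adjusted p = 0.793), with a median and a camera direction above 0, and 1 gene passed limma adjusted over the list alone. Blood cell markers were at 0.01 over 6 genes (camera adjusted p = 0.648), with a median and a camera direction below 0. Nuclear long non-coding RNAs were at 0.07 over 6 genes (camera adjusted p = 0.277; q = 0.00856 in the manner of GAGE). This rests on Tg(Dyrk1a) replicate 4, without which the mean was -0.0413 (q = 0.447), and the q was also over 0.1 without wild type replicate 2 (0.269) or 4 (0.629). With 1 array left out the mean ran from -0.0203 to 0.0153 for glucocorticoid-responsive genes and from -0.0444 to 0.0347 for blood cell markers.

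Other splits of the 10 arrays into 5 and 5 were drawn, 100 with the real one. For the 2 transcript clusters past the limma threshold, 3 of the 100 splits gave as many, so chance can be excluded at the 0.05 level, and the highest other split gave 10. This holds for having any call at all, which Dyrk1a alone supplies, since only 2 of the other splits called anything, and it says nothing about Rfx5 or a wider effect. For the 1154 transcript clusters at an unadjusted limma p under 0.05, 42 of the 100 splits gave as many and the highest other gave 3805, so chance cannot be excluded. That split set Tg(Dyrk1a) replicates 1 and 4 with wild type replicates 1, 2 and 3. These arrays had the 5 highest medians over all rows, 6.618 to 6.656, against 6.575 to 6.603 in the others. A count several times the real one points to a structure other than genotype, which here goes with the array median. Its cause was not tested. The meninges score was negative only in Tg(Dyrk1a) replicate 1 and wild type replicates 1, 2 and 3, all on the high-median side. It was 0.08 in Tg(Dyrk1a) replicate 4, on the same side. For the 12 lists called by camera, 28 of the 100 splits gave as many and the highest other gave 18, so chance cannot be excluded.

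FCROS passed 1131 transcript clusters, and 69 of the 100 splits gave as many, with a highest other count of 1276. Its threshold on ranks passes a near-fixed share of transcript clusters for any grouping, so this test cannot decide about chance. The median over the other splits was 1150. The count is therefore of the size that this threshold gives for any 2 groups of these arrays, and its size says nothing about genotype. Single genes within it, Dyrk1a among them, stay open to their own tests, and a biological part of the count was not tested separately.

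Meninges markers were higher in Tg(Dyrk1a), by a mean of 0.19 ± 0.08 (SE) in the list score. Choroid plexus carried along in the dissection is argued against, since with the choroid plexus score as a covariate the difference was 0.17 ± 0.06 (SE), while that explanation would have brought it under 0.09. Within a genotype the markers varied together, with a mean residual correlation of 0.247 against 0.08 at the 95th percentile of 10000 random lists of similar expression, so varying amounts of membrane tissue left on the hippocampi may contribute. The markers with the highest array values in wild-type mice were Igf2, Dcn, Bgn and Slc6a20a. They went from 9.42 to 9.67, 9.29 to 9.55, 9.12 to 9.25 and 9.06 to 9.39. Dcn, also on the CA1 list, is the 1 member shared with another list. The collagens Col1a1, Col1a2 and Col3a1, at 0.000634, 0.02 and -0.06, and Foxd1, at -0.00820, were not higher beyond their SE. Of the 19 members of the list, 17 had higher values, among them Lum at 0.21 ± 0.10 (SE) and Islr at 0.28 ± 0.08 (SE). The collagens and Foxd1 alone therefore cannot decide whether fibroblasts were gained. A change of the meninges with genotype stays open, and this design cannot separate it from dissection.

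Rfx5 and Selenbp2 both had lower values in Tg(Dyrk1a) and lie 257 kb apart on chromosome 3, although Selenbp2 did not pass. A segment of other strain origin, or the insertion site, could lie there. The labels give the background as C57BL/6N and the study's methods name C57BL/6J for this line, so the substrain is not settled. The 98 other genes within 2 Mb had a median absolute t at percentile 42.7 of 976 windows, but resampling those genes gave percentiles from 0.102 to 97.3, a spread asked for only after the percentile was seen, so this test leaves it open, and a change limited to both genes would escape it. Among the 30 genes of smallest p there were 3 pairs within 2 Mb, and random gene sets held as many with a permutation p of 0.127. That count also holds Pik3r3 with Mknk1, of opposite direction, and Grhpr with Reck, 1106 kb apart. It therefore leaves chance open, and the distance and shared direction of Rfx5 and Selenbp2 were not tested. An effect of Dyrk1a on these genes was not tested.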
